A study of Homo sapiens with 6 samples. Its data were reported in "Nucleoporin TPR is an integral component of the TREX-2 mRNA export pathway" (2020).

How the data were processed

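Total RNA was measured by sequencing in 6 libraries of DLD-1 cells, a human colorectal adenocarcinoma line. In these cells the TPR gene carried an auxin-inducible degron and the NeonGreen fluorescent protein. Per the labels, all 6 cultures received Leptomycin B, and 3 of them also received auxin. Groups were taken from the treatment recorded for each sample and were named LMB (3 libraries) and LMB+auxin (3 libraries). Leptomycin B was given at 200 nM for 3 h, and auxin at 1 mM for 2 h, starting 1 h after Leptomycin B. The sample titles name only the shorter of these times. No library without Leptomycin B and none with auxin alone was analysed here, so the effect of Leptomycin B itself was not measured.

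The authors removed ribosomal RNA, prepared stranded total RNA libraries and sequenced paired-end reads. They aligned the reads with STAR to the GRCh38 assembly and counted them per gene with featureCounts on Ensembl gene models. The deposited values are raw counts per Ensembl gene, as whole numbers, without normalization. The strand setting of the counting, the counting of reads or fragments, and the treatment of reads with several matches were not given in the sources used here. The table held 58051 genes, of which 18780 had no count in any library. All 37 mitochondrial genes in the table were listed at 0 in all 6 libraries, so mitochondrial RNA was not analysed here. Total counts per library ran from 28261903 to 35992425. Gene symbols were found for 56948 identifiers, or 98.1% of them, in GENCODE 44. Coordinates, exon numbers and transcript lengths come from GENCODE 44, which uses the same GRCh38 assembly but is a later release than the one used for counting.

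Counting was tested on the table for use of strand. Among genes of at least 300 exonic bases lying to at least 95% inside the exons of a gene with a mean count of at least 1000, the count per exonic base of the inner gene was divided by that of the outer gene. The median ratio was 1.40 over 203 pairs on opposite strands and 0.504 over 91 pairs on the same strand. An antisense gene within GAPDH, ENSG00000269968, picked as an example after its values were seen, had a mean count of 72830.8 beside 156609 for GAPDH itself. The ratio on opposite strands is that of counting without regard to strand. Inner genes had counts on the same strand as well, so reads in an overlap appear to have been counted for each gene. Values of antisense and overlapping genes are uncertain for both reasons. In addition, 8 genes with a mean count above 100 shared identical counts with another gene, as happens among near-identical copies.

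Genes with CPM, the count scaled to a common library total, above 1 in at least 3 of the 6 libraries were kept, which left 16974 genes. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (estimateDisp, glmQLFit with robust estimation, glmQLFTest) in R 4.3.3 after TMM scaling. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3 either way, the 30% change used by the authors. Fold changes are LMB+auxin over LMB. The standard error of a log2 fold change was its size over the square root of the F statistic. CPM values were scaled by the same TMM factors. The authors used DESeq2, which here was an alternative.

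Gene lists were taken from the study's own calls in other libraries of the same cell system without Leptomycin B. They hold genes called higher or lower after depletion of TPR (20 and 147 genes), of the mRNA export receptor NXF1 (165 and 763) and of GANP (408 and 1438), the scaffold of the TREX-2 export complex encoded by MCM3AP. Lists without direction came from depletion of NUP50 (78), NUP153 (28) and RANGAP1 (154). A further list, called GANP-only here, held 167 tested genes, a part of the GANP list. Genes that also moved after loss of NXF1 or TPR, by a bar lower than that of a call, and genes that answered to auxin had been taken out of it, but 7 of its genes were in the RANGAP1 list and 3 in the NUP50 list. The lists overlap, so their results are not independent of each other. The direction of the 6 directional lists was tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 6 lists. The share of called genes was compared with the other tested genes by Fisher's exact test, two-sided, adjusted over 6 lists. A score per library was the mean over a list of log2 CPM minus the mean of each gene over the 6 libraries, compared by an exact permutation test whose smallest p is 0.1 for 3 against 3.

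The genes named in the text were fixed by rule. The first part of the rule names TPR, XPO1, RCC1, NXF1, MCM3AP, PCID2, ENY2, NUP153 and NUP50, the transcripts FOS, EGR1, GDF15, FJX1, ASCL2 and HOXA13 that the study followed individually, and CYP1A1, CYP1B1, TIPARP, AHRR and NQO1 as genes of the aryl hydrocarbon receptor response. The other part names the 5 called genes with the largest rise and the 5 with the largest fall, among those with a mean of at least 5 CPM whose 3 values in either group lie apart. These choices, the tests and the listed alternatives were made before the data were examined. The same rule was also applied to the calls of the fit with a replicate block, and that use was chosen after the data were seen.

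The labels number the replicates 1 to 3 in both groups. The correlation over genes of the deviations from the group means was 0.53, 0.69 and 0.27 for the libraries numbered 1, 2 and 3, each above 0.1 and the highest for either library. Of the pairings with unlike numbers, LMB replicate 3 with LMB+auxin replicate 1 (0.14) and LMB replicate 1 with LMB+auxin replicate 3 (0.15) also lay above 0.1, and the other 4 were negative (-0.57 to -0.30). The first principal component of log2 CPM held 50.2% of the variance and set both replicate 2 libraries apart from the other 4. By the rule that each pair of like number exceeds 0.1, the numbers were taken to pair the samples, clearly for replicate 2 and less so for 1 and 3. Deviations from a group mean sum to 0, so a strong pair 2 by itself favours positive values among replicates 1 and 3. The rule therefore tests those pairs only weakly. The pairing comes from the values, since the labels name no shared day or batch. The fit without the block was kept as planned, and the fit with replicate number as a block is printed beside it wherever it changes a call or a count. No pair of libraries agreed within sampling noise, since the chi-square per degree of freedom over the 20554 genes with a summed count of at least 60 ran from 3.31 to 36.6 over all pairs of libraries. It was 3.31 for the libraries numbered 2 and for those numbered 3, but 10.1 for those numbered 1. LMB replicate 1 was nearer to LMB replicate 3 (4.65) and to LMB+auxin replicate 3 (5.96), so by this measure pair 1 was not set apart.

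The scripts were tested on simulated counts drawn from the means, pair effects and dispersions of these libraries for the same comparison, over 16974 genes with 200 changed in each of 5 simulations. Without the block, 4.78% of genes changed 1.3-fold, 34.3% of those changed 1.5-fold and 70.6% of those changed 2-fold were called. With the replicate block these shares were 40.6%, 89.6% and 97.6%. The false share of all calls was 0% without the block and 1.81% with it. The simulated counts followed the block model by construction. These shares therefore do not test whether the pairing, and the calls that rest on it, hold in the real libraries. In simulations with no list shifted, 0 of 30 list tests passed without the block and 1 of 30 with it. Genes were drawn independently of each other, so these simulations do not test how camera deals with genes that vary together. A shift of -15% in the TPR_down list was found in 5 of 5 simulations by either fit. The NXF1_down and GANP_down lists, which share 114 and 145 genes with it, passed as well in 5 and 4 of these simulations without the block and in 5 and 5 with it.

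Alternatives were the DESeq2 1.42.0 Wald test, limma-voom, scaling by DESeq2 size factors, by upper quartiles or by library size alone, 3 other filters on low counts, the replicate block, leaving out each library in turn, other fold change thresholds, glmTreat, non-robust estimation, fry, an estimated inter-gene correlation, and lists without TPR list genes. Further fits combining the block with another choice, and fits without the lower-count member of each pair of tested genes with overlapping exons (4838 genes left out before the filter), were chosen after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.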

Results

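RNA abundance was measured by RNA-seq in DLD-1 cells in which the nuclear pore protein TPR carried an auxin-inducible degron, a tag that lets auxin trigger destruction of the protein. TPR is a protein of the nuclear basket, the structure on the inner face of the nuclear pore. All cultures were treated with Leptomycin B (LMB), which blocks the export receptor CRM1. The 3 libraries of the LMB group received 200 nM LMB for 3 h. The 3 libraries of the LMB+auxin group received the same treatment and 1 mM auxin for the last 2 h. The total count was 28261903, 31725219 and 35992425 in LMB replicates 1, 2 and 3, and 29083011, 30028433 and 32082864 in LMB+auxin replicates 1, 2 and 3. The comparison asks which RNAs change when TPR is degraded while CRM1 is already blocked.

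Auxin removes the TPR protein and not its mRNA, so the TPR RNA does not report depletion, and no protein level was analysed here. TPR (ENSG00000047410, a protein-coding gene of 51 exons on the minus strand of chromosome 1, 186311652 to 186375693, GRCh38) was at 166 ± 12.0 CPM in LMB (SD, n = 3) and 187 ± 3.84 CPM in LMB+auxin (SD, n = 3). Its log2 fold change was 0.17 with a standard error of 0.07, and the edgeR quasi-likelihood test gave a Benjamini-Hochberg adjusted p of 0.953. TPR was higher with auxin in 3 of 3 pairs, and with the replicate block its adjusted p was 0.0130 at a log2 fold change of 0.17, below the fold change threshold.

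Over 16974 tested genes, the edgeR quasi-likelihood test called 1 gene higher and 0 lower in LMB+auxin. At an unadjusted p under 0.05 there were 739 genes, or 4.35% of those tested. The DESeq2 Wald test called 11 genes (8 higher and 3 lower) and limma-voom called 1. The choice that moved this count furthest among the planned ones was the replicate block. With the block, edgeR called 201 genes (51 higher and 150 lower), 747 genes passed the adjusted p alone, and 3381 genes had an unadjusted p under 0.05. The biological coefficient of variation was 0.0989 without the block and 0.0406 with it. The 201 calls held 105 protein-coding genes, of which 25 were higher and 80 lower, and 50 long noncoding RNAs, of which 16 were higher and 34 lower. All 6 snoRNAs called with the block were lower. Without the block, leaving out 1 library gave 0 to 5 calls by edgeR. The count was 0 without LMB replicate 1 (367 genes at an unadjusted p under 0.05), LMB replicate 3 (529), LMB+auxin replicate 1 (683) or LMB+auxin replicate 3 (462). It was 2 without LMB replicate 2 and 5 without LMB+auxin replicate 2. The genes behind these small counts were picked after their values were seen. The 2 genes were LINC02029 and CYP1A1, and the 5 were LINC02029, TIPARP, STMND1, LINC00880 and ENSG00000231403.

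The gene called without the block was LINC02029 (ENSG00000241544), a long noncoding RNA of 3 exons on the plus strand of chromosome 3, 157081738 to 157088547 (GRCh38). It was at 6.73 ± 1.02 CPM in LMB (SD, n = 3) and 16.2 ± 0.876 CPM in LMB+auxin (SD, n = 3). The log2 fold change was 1.26 with a standard error of 0.13 and an edgeR adjusted p of 0.0381, and the gene was higher in 3 of 3 pairs. With the replicate block its adjusted p was 2.0e-24 by edgeR and 3.9e-18 by DESeq2. Without the block the call was lost in the edgeR test without LMB replicate 1 (adjusted p 0.305), LMB replicate 3 (0.236), LMB+auxin replicate 1 (0.394) or LMB+auxin replicate 3 (0.349), under scaling by library size alone (0.0618), with glmTreat (0.153) and when overlapping genes of lower count were left out (0.0555). LINC02029 overlaps LINC00880 on the opposite strand, and its value is uncertain because the counts do not separate strands.

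To ask whether RNAs that responded to TPR loss in cells without LMB moved the same way here, the lists of the study from those other cultures were tested as sets. The TPR_down list (147 genes) had a median log2 fold change of -0.26, with 145 genes lower and 2 higher, and a camera adjusted p of 8.2e-45. The TPR_up list (20 genes) had a median of 0.30, with 19 genes higher and 1 lower, and a camera adjusted p of 4.4e-15. The median over the TPR_down list was -0.27, -0.28 and -0.23 in the replicate pairs 1, 2 and 3. That of the TPR_up list was 0.28, 0.33 and 0.20. Among the alternatives, the TPR_down median ran from -0.30 to -0.22 and the TPR_up median from 0.23 to 0.35. The depletions behind all of the lists were also made with auxin. A response to the auxin compound itself could therefore add to this agreement, and it was not separated here from TPR loss.

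The NXF1_down list (760 tested genes) had a median log2 fold change of -0.16, with 662 genes lower and 98 higher (camera adjusted p 1.0e-28), and the GANP_down list (1418 tested genes) a median of -0.13, with 1208 lower and 210 higher (camera adjusted p 5.0e-25). The NXF1_up list (157 tested genes) had a median of 0.06, with 95 higher and 62 lower (camera adjusted p 5.9e-04), and the GANP_up list (387 tested genes) a median of 0.07, with 250 higher and 137 lower (camera adjusted p 1.1e-05). The lists share genes, and without those of the TPR lists the NXF1_down median was -0.13 (camera adjusted p 5.9e-21), that of GANP_down -0.11 (1.6e-19), of NXF1_up 0.05 (0.00434) and of GANP_up 0.06 (1.3e-04). The camera p was also under 0.05 in other splits of the 6 libraries, in 7 of 9 for TPR_down. Those splits still carry part of the treatment difference, so they cannot tell whether the camera p is too small. Its size is still not to be read as the strength of evidence, since it rests on the preset inter-gene correlation. With an estimated correlation the adjusted camera p of TPR_down was 0.0344. Under fry, the calls of TPR_up (adjusted p 0.0150), TPR_down (0.0344), NXF1_down (0.0344) and GANP_down (0.0475) held, and those of NXF1_up (0.215) and GANP_up (0.0529) did not. Under an estimated inter-gene correlation, all calls held except NXF1_up (0.148). With the replicate block all 6 camera calls and all 6 fry calls held, and under the block with an estimated correlation TPR_up (0.0595) and GANP_up (0.0626) did not pass. The GANP-only list (167 tested genes) had a median of -0.04, with 97 lower and 70 higher, and a camera p of 0.139 without the block and 0.0631 with it.

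Per library, the mean TPR_down score was 0.13 ± 0.09 log2 units in LMB (SD, n = 3) and -0.13 ± 0.08 in LMB+auxin (SD, n = 3), with an exact permutation p of 0.1, the smallest that 3 against 3 allows, so no such test can fall below 0.1 here. The TPR_up score was -0.15 ± 0.08 in LMB and 0.15 ± 0.03 in LMB+auxin (SD, n = 3 each), with an exact permutation p of 0.1. The exact permutation p was 0.1 for NXF1_down, GANP_up and GANP_down and 0.2 for NXF1_up. Libraries were permuted without regard to the replicate pairs, and a test that keeps the 3 pairs could not fall below 0.25.

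**Figure D1:**
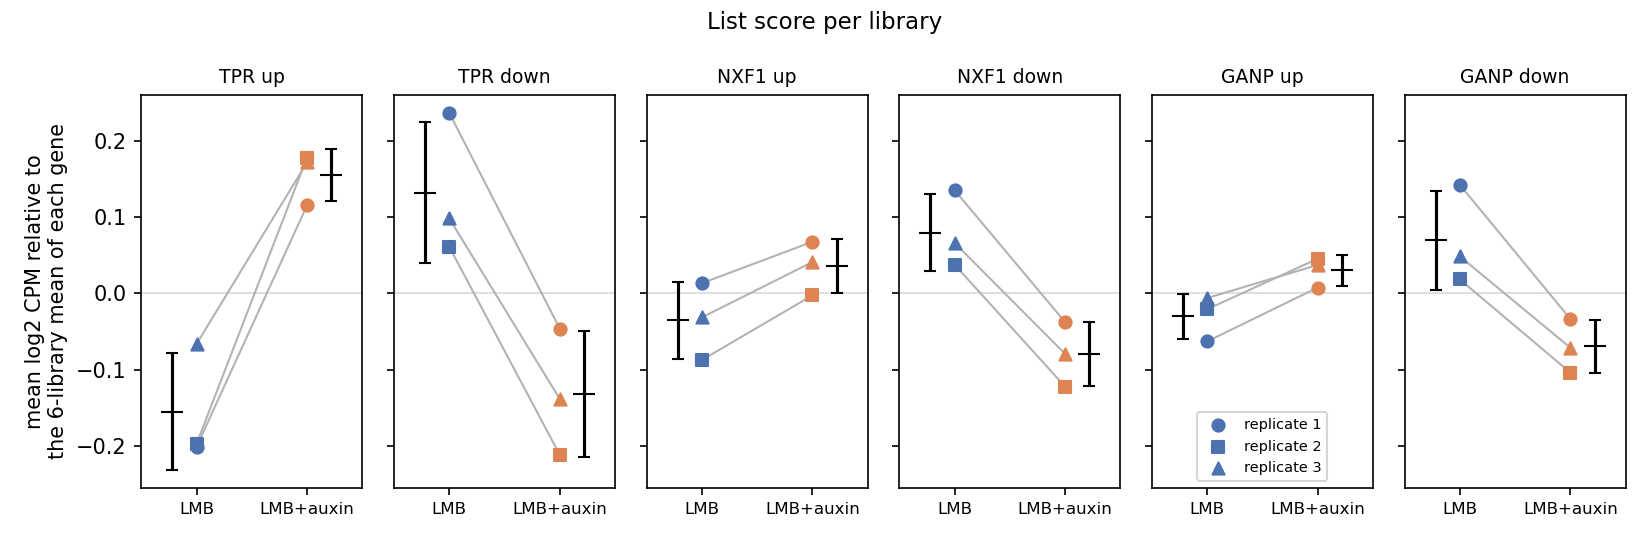
Score of each list per library (mean log2 CPM relative to the mean of each gene over 6 libraries) in LMB and LMB+auxin, with lines joining libraries of the same replicate number and bars for the mean ± SD of 3 libraries. All LMB+auxin libraries lie below all LMB libraries for TPR down, and above them for TPR up.

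**Figure D2:**
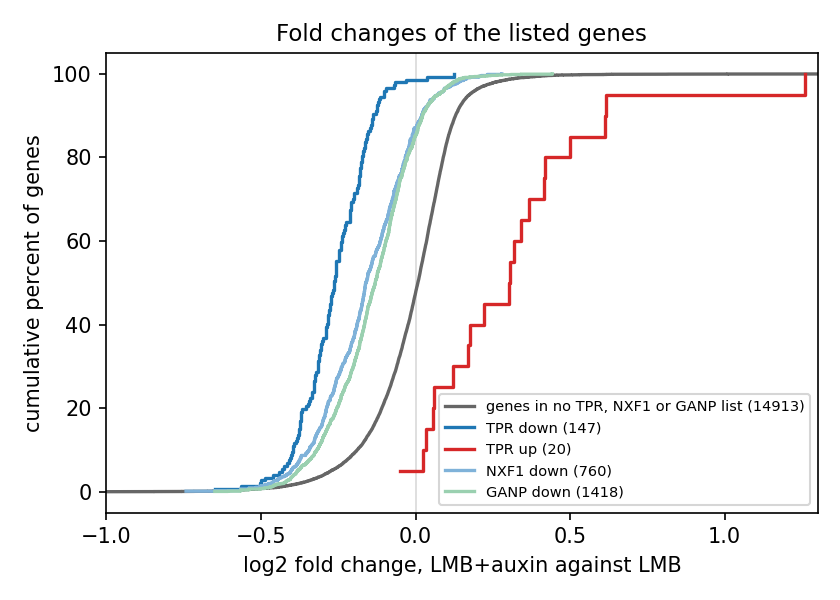
Cumulative percent of genes (y axis) by log2 fold change of LMB+auxin against LMB (x axis), without the block, for 147 TPR_down, 20 TPR_up, 760 NXF1_down and 1418 GANP_down genes and for the tested genes in none of the TPR, NXF1 and GANP lists. The TPR_down curve lies to the left of the others, at a median of -0.26.

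Without the block, the gene called by edgeR belonged to the TPR list (1 of 167 genes), the NXF1 list (1 of 917), the GANP list (1 of 1805) and the RANGAP1 list (1 of 151). At an unadjusted p under 0.05 these lists held 81, 200, 266 and 26 genes. In the NUP50 list edgeR called 0 of 78 genes and in the NUP153 list 0 of 26, with 9 and 1 genes at an unadjusted p under 0.05, and DESeq2 called 1 and 0. With the replicate block, 27 of 167 TPR list genes were called, or 16.2%, against 1.04% of the other tested genes, an odds ratio of 18.4 (Fisher's exact test, adjusted p 1.2e-22). The odds ratio with the block was 7.51 for NXF1 (58 of 917 genes), 4.13 for GANP (65 of 1805), 8.33 for RANGAP1 (13 of 151, adjusted p 4.4e-08) and 2.21 for NUP50 (2 of 78, adjusted p 0.283). The 2 genes of the NUP50 list, picked after their values were seen, were C15orf39 and SLC30A1. None of the 26 NUP153 list genes was called with the block (0 calls by edgeR, 9 genes at an unadjusted p under 0.05). At that p with the block, the TPR, NXF1, GANP, NUP50 and RANGAP1 lists held 137, 434, 736, 32 and 70 genes. Among all tested genes 19.9% passed, and each list held a larger share. A raised share was therefore not limited to the TPR, NXF1 and GANP lists. Genes are not independent replicates, so the odds ratios and shares describe these libraries.

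When p-values of the edgeR quasi-likelihood test were adjusted over the list alone, 8 of the 167 TPR list genes were called (2 higher and 6 lower), against 1 when adjusted over all genes. With the replicate block, 28 were called when adjusted over the list alone (6 higher and 22 lower) and 27 when adjusted over all genes, and 135 passed the adjusted p without regard to the fold change. In both fits, 0 of the genes called by edgeR over the list alone moved against the direction of their list, among 81 list genes at an unadjusted p under 0.05 without the block and 137 with it. The number without the block was 1 when LMB replicate 1 or LMB replicate 3 was left out, 2 without LMB+auxin replicate 3, 19 without LMB replicate 2 and 32 without LMB+auxin replicate 1.

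Of the transcripts that the study followed individually, FOS (ENSG00000170345, chromosome 14, 75278826 to 75282230, plus strand, 4 exons) was at 15.6 ± 3.72 CPM in LMB and 24.0 ± 10.7 CPM in LMB+auxin (SD, n = 3 each). Its log2 fold change was 0.61 with a standard error of 0.32 and an edgeR adjusted p of 0.953. With the replicate block FOS was called at a log2 fold change of 0.58 (edgeR adjusted p 1.1e-06), but without replicate 2 of both groups the block fit gave 0.37, below the fold change threshold, and the DESeq2 test with the block did not call it (adjusted p 0.185). GDF15, EGR1, FJX1, ASCL2 and HOXA13 were called by neither edgeR fit. FJX1, a gene of the TPR_down list, moved against its list at a log2 fold change of 0.13 (adjusted p 0.972) and was higher in 3 of 3 pairs. HOXA13, also of the TPR_down list, was at -0.13 (0.956) and higher in 0 of 3 pairs, ASCL2 at -0.04 (0.972) and higher in 1 of 3, and EGR1 at 0.12 (0.985) and higher in 3 of 3. GDF15 had an edgeR adjusted p of 1.9e-04 with the block at a log2 fold change of 0.25. EGR1 differed between replicates by more than between groups, at 105 ± 54.2 CPM in LMB and 114 ± 58.9 CPM in LMB+auxin (SD, n = 3 each).

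Log2 fold changes of the transport genes XPO1, which encodes CRM1, and RCC1, NXF1, MCM3AP, PCID2, ENY2, NUP153 and NUP50 ran from -0.03 for NUP50 to 0.08 for PCID2, and edgeR called none of them in either fit, nor did DESeq2. None had an unadjusted edgeR p under 0.05 in either fit. XPO1 was at 944 ± 59.6 CPM in LMB and 954 ± 109 CPM in LMB+auxin (SD, n = 3 each).

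Genes of the aryl hydrocarbon receptor response were included as markers of the auxin compound itself. CYP1A1 (ENSG00000140465, chromosome 15, 74719542 to 74725536, minus strand) was at 96.4 ± 28.3 CPM in LMB and 215 ± 19.9 CPM in LMB+auxin (SD, n = 3 each). Its log2 fold change was 1.16 with a standard error of 0.20, and it was higher in 3 of 3 pairs. It was not called by edgeR without the block (adjusted p 0.642) or with it (0.179), and was called by DESeq2 (8.0e-07) and by edgeR without LMB replicate 2 (0.0123). TIPARP (ENSG00000163659, chromosome 3, 156673235 to 156706770, plus strand) was at 162 ± 17.2 CPM in LMB and 248 ± 17.6 CPM in LMB+auxin (SD, n = 3 each), a log2 fold change of 0.61 with a standard error of 0.09. Its edgeR adjusted p was 0.260 without the block and 1.4e-19 with it, and 0.0293 without LMB+auxin replicate 2. CYP1B1 had an edgeR adjusted p of 2.1e-07 with the block at a log2 fold change of 0.35, below the fold change threshold. AHRR (0.16) and NQO1 (0.08) were called by neither fit.

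Applied to the calls of the block fit, the naming rule gave the rises of LINC02029, HES1, TIPARP, LEKR1 and PRDM1 and the falls of PROB1, KLHL28, RPL18AP3, ENSG00000267073 and ZNF12, each moving the same way in all 3 pairs. HES1 (ENSG00000114315, chromosome 3, 194136148 to 194138732, plus strand) was at 34.4 ± 10.2 CPM in LMB and 63.5 ± 17.1 CPM in LMB+auxin (SD, n = 3 each). Its log2 fold change with the block was 0.89, with a standard error of 0.06 and an edgeR adjusted p of 2.5e-26, and without the block the adjusted p was 0.953. With the block, LEKR1 (0.53) and PRDM1 (0.53) rose, and PROB1 (-0.61), KLHL28 (-0.57), RPL18AP3 (-0.55), ENSG00000267073 (-0.51) and ZNF12 (-0.51) fell on the log2 scale. The DESeq2 test with the block called all of these but RPL18AP3 (adjusted p 0.0597) and PROB1 and ENSG00000267073, which got no adjusted p there. RPL18AP3 is a processed pseudogene, and its value is uncertain since such copies can share reads with a parent gene. ZNF12 belongs to the TPR_down list and LINC02029 to the TPR_up list.

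**Figure D3:**
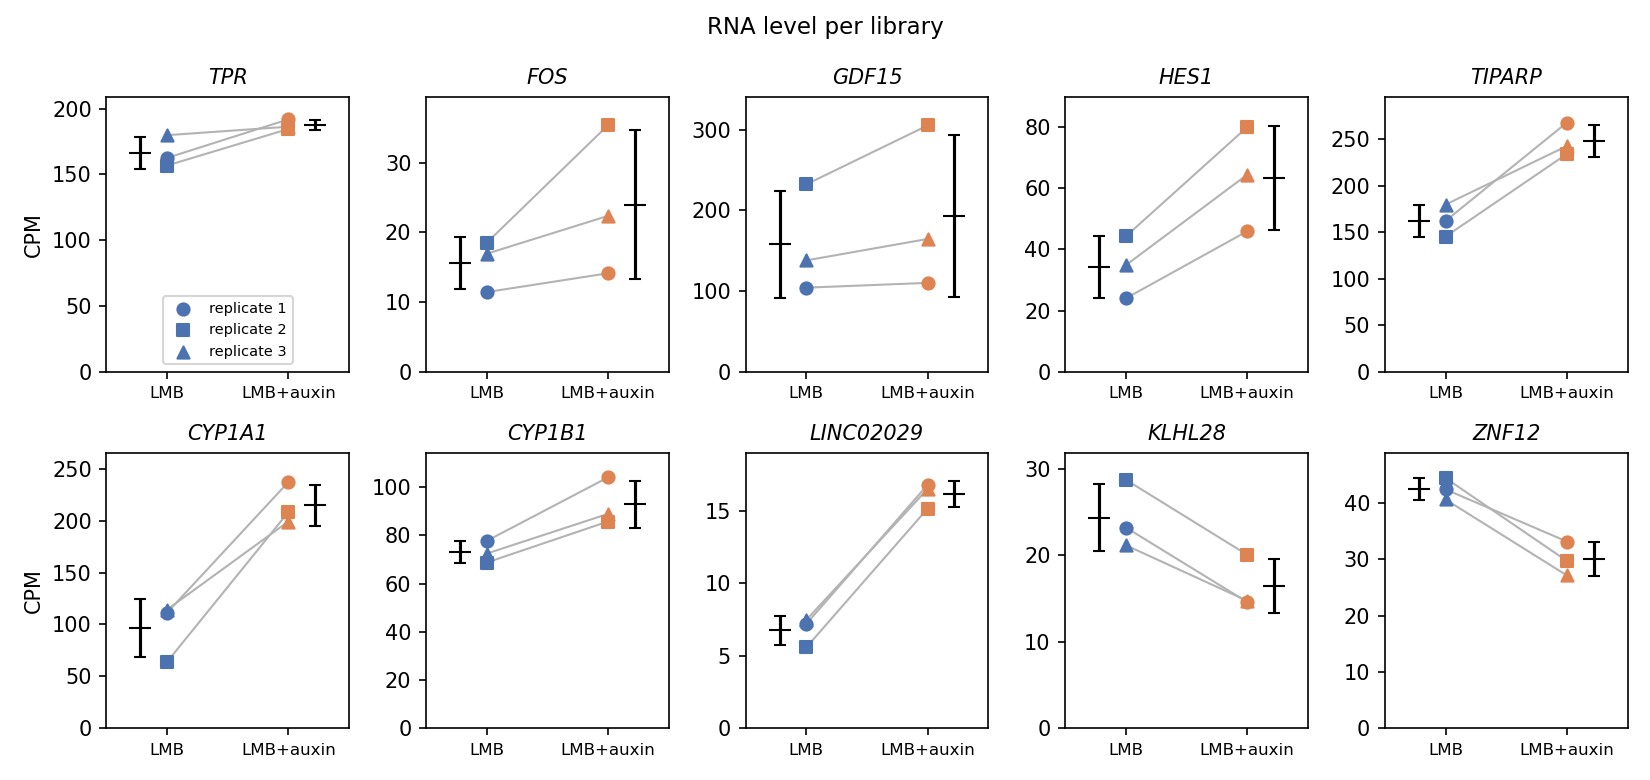
CPM of 10 named genes in each library of the LMB and LMB+auxin groups, with lines joining libraries of the same replicate number and bars for the mean ± SD of 3 libraries. HES1 rose in all 3 pairs from 34.4 to 63.5 CPM on average, and ZNF12 fell in all 3 pairs.

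**Figure D4:**
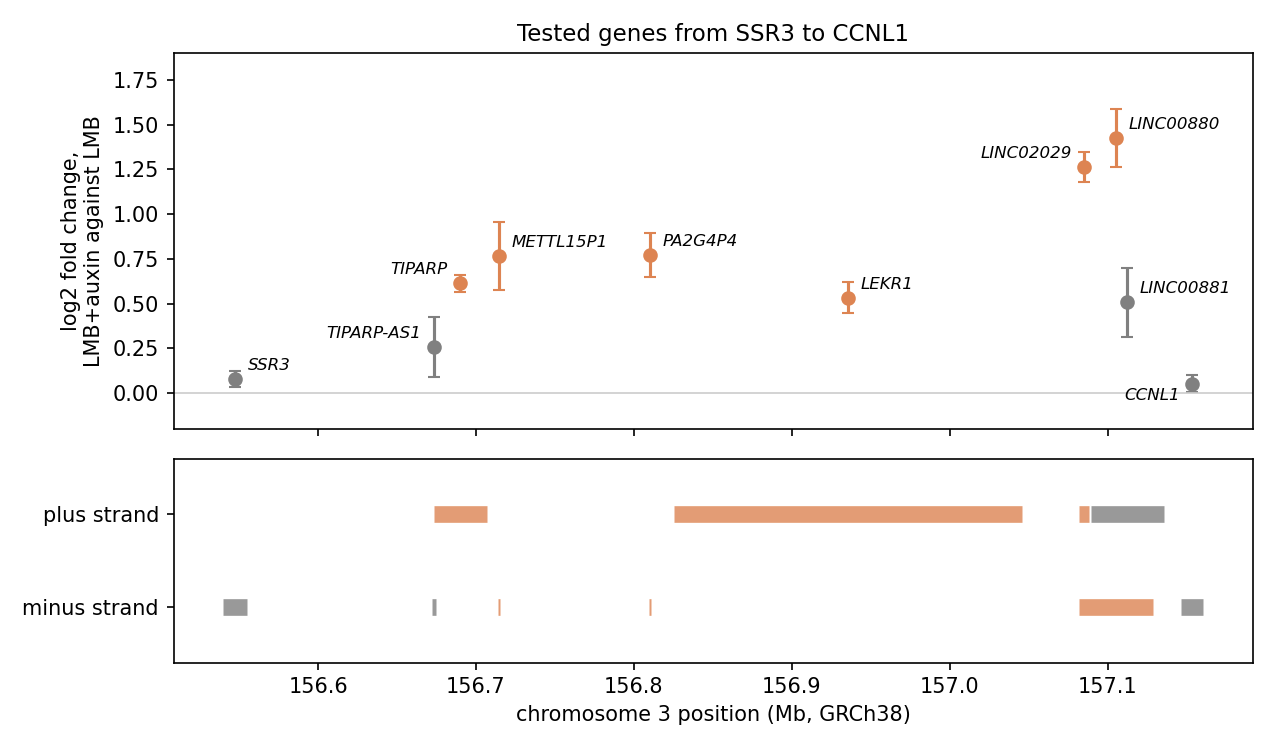
Log2 fold change with the replicate block (points, bars for the standard error) and positions of the tested genes from SSR3 to CCNL1 on chromosome 3 (Mb, GRCh38), with genes called in orange and others in grey. TIPARP lies at 0.61 and LINC02029 at 1.26, and the genes at either end, SSR3 and CCNL1, were not called.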

Values the study reported

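In cells without Leptomycin B, the study reported 167 RNAs changed after TPR loss, 28 after NUP153 loss, 78 after NUP50 loss, 154 after RANGAP1 loss and 927 after NXF1 loss. For Leptomycin B itself it reported 317 genes raised and 642 lowered, of which 6 and 42 were shared with the RNAs it called TPR-specific.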

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

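The fits that combine the replicate block with another choice, those that leave out a replicate pair and those without overlapping genes were chosen after the result was seen, and all others were planned.

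The median of each of the 6 lists kept its direction in all 112 alternative values that were recomputed, and 131 of 136 recomputed tests stayed past the threshold. Those that did not were NXF1_up (median 0.060) under fry and under an estimated inter-gene correlation, GANP_up (0.066) under fry and under the block with an estimated correlation (0.067), and TPR_up (0.30) under the block with an estimated correlation. For the named genes, 24 of 523 recomputed alternative values had the opposite sign, 21 of them when libraries were left out, and 16 of 29 genes never changed sign. The other reversals were RCC1 (-0.0029) and NXF1 (-0.0093) under library size alone and NXF1 (-0.0058) under upper quartiles, all smaller than their standard errors. Without the block, the median over all genes was -0.014 under library size alone, -0.011 under upper quartiles and 0.0043 under DESeq2 size factors.

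The number of genes called depended most on the replicate block, which gave 201 calls (51 higher and 150 lower) in place of 1. It changed no camera call of a list and, among the named genes, no other call than those printed with the block. The block takes up the difference between replicate pairs. Without the block, DESeq2 called 11 genes (8 higher and 3 lower) and no filter on low counts gave 39 (25 higher and 14 lower). Library size alone, glmTreat and the set without overlapping genes each gave 0 by edgeR (0 higher), with 736, 59 and 549 genes at an unadjusted p under 0.05. Leaving out 1 library gave 0 to 5 (0 to 5 higher). With the block, DESeq2 called 31 of the 11708 genes to which it gave an adjusted p (13 higher and 18 lower), of which 30 were among the 201, DESeq2 size factors gave 197 (52 and 145, with 189 shared), library size alone 253 (50 and 203, with 200 shared) and the set without overlapping genes 146 (46 and 100, with 133 shared of the 142 that it tested). Leaving out replicate 1, 2 or 3 of both groups with the block gave 137 (44 and 93), 157 (39 and 118) and 134 (34 and 100), of which 90, 107 and 94 were shared, out of 189, 191 and 190 of the 201 that were tested.

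For the lists, DESeq2 called 2 TPR, 5 NXF1, 4 GANP, 1 NUP50 and 2 RANGAP1 genes. No filter on low counts gave 6, 14, 11, 2 and 5, and the replicate block 27, 58, 65, 2 and 13. For NUP50, Fisher's exact test gave an adjusted p of 0.00330 with no filter on low counts and 0.283 with the block. Library size alone and glmTreat gave 0 for TPR, NXF1, GANP and RANGAP1. Without TPR list genes and without the block, the counts of NXF1, GANP and RANGAP1 were 0. That outcome was fixed in advance, since the only gene called in that fit, LINC02029, is itself a TPR list gene. The counts with the block were not recomputed without TPR list genes. Leaving out 1 library gave 0 to 1 for TPR and 0 to 2 for each of NXF1, GANP and RANGAP1. The number of TPR list genes adjusted over the list alone was 16 with DESeq2, 23 with no filter, 28 with the block, 20 with the block and DESeq2, 1 at a fold change of at least 2 and 1 with glmTreat, and 1 to 32 when a library was left out. The cause of these differences was not tested.

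When a library was left out, the opposite sign was reached by XPO1 (range -0.073 to 0.094), RCC1 (-0.084 to 0.084), NXF1 (-0.028 to 0.040), MCM3AP (-0.030 to 0.072), ENY2 (-0.025 to 0.14), NUP153 (-0.0049 to 0.13), NUP50 (-0.094 to 0.046), EGR1 (-0.36 to 0.60), GDF15 (-0.20 to 0.68), FJX1 (-0.075 to 0.35), ASCL2 (-0.12 to 0.016), HOXA13 (-0.24 to 0.036) and NQO1 (-0.036 to 0.19), and none of these was called. With 3 libraries per group at these depths, 4.78% of 335 simulated changes of 1.3-fold were called without the block and 40.6% with it. The fold change threshold has the same size as these changes. The adjusted p alone was passed by 4.78% without the block and 71.0% with it. Changes of that size were therefore mostly not detectable without the block.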

Other observations

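The tests of read-through on chromosome 3, of histone genes against other genes of 1 exon and of camera in other splits with the block were chosen only after the result was seen. The rules for reading the tests of exon number and of neighbouring genes were changed after their results were seen, the former first to a stricter one and then by leaving out a comparison with other splits, which did not alter its outcome. The values for gene span were picked for printing after they were seen, and the outcome of the read-through test was set by hand as open.

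The number of genes changed was 1 without the block and 201 with it. The former is lower than the numbers quoted above for loss of a protein, which came from cells without Leptomycin B. The latter is above those quoted for loss of TPR, RANGAP1, NUP50 and NUP153 and below that for NXF1. With DESeq2, the test of the authors, it was 11 without the block and 31 with it, where 5266 of the 16974 genes got no adjusted p. The latter of these is above only the number quoted for NUP153, so the comparison depends on both the block and the test. The study also filtered genes on FPKM, the count scaled to library total and gene length. That filter was not applied here, so the numbers come from unlike sets of tested genes.

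The 6 libraries can be split into 3 and 3 in 10 ways, so a share below 0.1 cannot arise, and such counts of splits alone cannot exclude chance. Without the block, 1 of the 10 splits, the real one, gave as many calls (1 against at most 0 elsewhere). With the block, the real split is compared with the others that part all 3 replicate pairs, and 1 of these 4 gave as many calls (201 against at most 0) and as many calls in the TPR list (27 against at most 0). Every other split puts 1 library of either group with the other group and so still carries part of the treatment difference. The number of TPR list genes adjusted over the list alone was reached by 2 of the 10 splits (8 in the real one and 11 in another). That other split parts only 1 of the 3 pairs and follows the difference between replicates, while the others that part all pairs gave 0, and the real split with the block gave 28. The absolute median log2 fold change of the real split was reached by 1 of 10 splits for TPR_up (0.304, highest other 0.158), TPR_down (0.263, highest other 0.199), NXF1_down (0.161, highest other 0.115), GANP_up (0.0665, highest other 0.0387) and GANP_down (0.130, highest other 0.109), and by 4 of 10 for NXF1_up (0.0601, highest other 0.105). The camera p, not adjusted over lists, was under 0.05 in 7 of the 9 other splits for TPR_down (lowest 1.0e-22), 6 for NXF1_down (2.1e-12), 6 for GANP_down (4.5e-13), 5 for TPR_up (7.8e-07), 4 for GANP_up (1.1e-04) and 3 for NXF1_up (0.00137). With the block, TPR_down passed in all 3 of the others that part all pairs (lowest camera p 1.8e-16). TPR_up, NXF1_down and GANP_down also passed in all 3, and GANP_up in 2. NXF1_up passed in 0 (lowest camera p 0.109, against 2.6e-04 in the real split). A camera p past the threshold therefore does not by itself set the real split apart here, except for NXF1_up with the block.

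The fall of the TPR_down list was set against trends with gene properties, in the fit with the block. Before any correction its median was -0.265 over the 146 genes with a value (99.3% of the tested list). After the trend of each library with GC content was removed it was -0.226, and after that with exonic length -0.248, with camera p values of 1.8e-58 and 2.8e-56. The corrections moved other genes, since the number called by limma went from 190 (46 higher and 144 lower) to 145 (51 and 94) after GC content and to 182 (65 and 117) after exonic length. Neither trend therefore accounts for the whole fall, but a part of it, and of the excess of genes called lower with the block, may follow GC content or length.

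Across 12663 protein-coding genes, which are not independent replicates, the log2 fold change with the block rose with exon number (Spearman rho 0.255). The median was -0.14 for 259 genes with 1 exon and 0.03 for 5409 genes with over 10. The 80 protein-coding genes called lower had a median of 5 exons against 8 in expression-matched draws, and 0.25% of 10000 draws were as low. The rho was 0.181, 0.284 and 0.131 in pairs 1, 2 and 3, and reached 0.132 between libraries of 1 group. With gene span the rho was 0.371 with the block and 0.375, 0.224 and 0.203 in pairs 1, 2 and 3, higher than with exon number except in pair 2, against up to 0.187 in size between libraries of 1 group. A stronger response of short or intron-poor genes may be present, but exon number and span were not separated, and for exon number pair 3 did not exceed the difference between libraries of the same group.

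The 5 markers of the aryl hydrocarbon receptor, CYP1A1, CYP1B1, TIPARP, AHRR and NQO1, were all higher with auxin in the fit with the block. As a set they gave a camera p of 1.006e-16, a fry p of 0.0110 and a p of 0.0144 under an estimated correlation. This is consistent with an action of the auxin compound through this receptor. The study also treated parental DLD-1 cells with auxin, but no auxin-treated cells without the degron were analysed here. An effect of TPR loss on the same genes therefore stays open. None of the 5 is in a TPR list, and only 1 of the 5 was called with the block.

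The GANP-only list, which held 26 of the tested histone genes, gave a camera p of 0.0631 with the block and a fry p of 0.145, at a median of -0.04. The 26 histone genes were all lower, with a median of -0.13 that was negative under each scaling (-0.12 to -0.14), and edgeR called 0 of them. Their medians were -0.22, -0.13 and -0.06 in pairs 1, 2 and 3, while libraries of 1 group differed by 0.06 to 0.31. The other 141 genes of the list had a median of -0.01. In 16.3% of 10000 expression-matched draws of other protein-coding genes with 1 exon, the median was as low, so a response particular to histone RNAs cannot be told apart from one of such genes in general.

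Genes called with the block lay together on chromosome 3, where TIPARP, METTL15P1, PA2G4P4, LEKR1, LINC00880 and LINC02029 rose, the pseudogenes and LINC00880 being named after their values were seen. LINC02029 gained 3.55 CPM per kb of exon at 375 kb past the end of TIPARP, more than METTL15P1 at 7.11 kb (0.754), PA2G4P4 (2.15) or LEKR1 (0.707). Read-through from TIPARP alone would give the nearer genes more, and LEKR1, at 8.77 CPM in LMB, is not a gene of few counts. But LINC02029 is the gene that stood out first, and read-through may still contribute to the nearer ones. A general rise of genes near a rising gene was not seen. The 92 tested genes within 100 kb of 42 of the other rising genes (3 more had no position in the annotation) had a median of -0.02 (-0.0177), with an upper quartile of 0.06, and 17.2% of 1000 matched draws were as high. A shared regulatory region was not tested.

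Among 736 pairs of tested genes on opposite strands with at least 50% of the lower-count gene inside the exons of the other, fold changes with the block correlated at r = 0.667 across gene pairs, which are not independent replicates. The r was 0.430 over 3122 pairs with a smaller overlap and 0.133 over 5660 adjacent pairs without overlap. Counting without strand is a candidate explanation, though shared regulation of overlapping genes was not tested. Of the 201 calls with the block, 53 (26.4%) overlapped a tested gene on the opposite strand, against 38.7% of all tested genes. Of these, 6 lay mostly inside a partner of higher count, and all 6 moved in its direction.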
